A study of Mus musculus with 8 samples. Its data were reported in "ZEB1-mediated fibroblast polarization controls inflammation and sensitivity to immunotherapy in colorectal cancer" (2024).

How the data were processed

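Bulk RNA sequencing was carried out on adherent fibroblast cultures grown from mouse colon. The labels name 8 libraries of polyadenylated RNA, 4 from Zeb1 flox/flox cultures (Fib-Ctrl) and 4 from Zeb1 del/del cultures (Fib-dZeb1). Each genotype had 2 cultures, called line 1 and line 2 here after the numbers in the labels, and each line gave 2 replicates. The study describes cultures from animals with loxP-flanked Zeb1 in which Cre recombinase was switched on in vitro. The labels do not say whether lines with the same number came from the same animal, nor how the replicates of a line were separated. Fib-dZeb1 line 1 had Xist and no Ddx3y reads and Fib-Ctrl line 1 the reverse, so these cultures differ in sex and cannot stem from 1 animal, whereas both line 2 cultures had Ddx3y reads and no Xist. P-values over the 8 libraries count the replicates of a line as independent, although each genotype had only 2 cultures.

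The authors aligned the reads to the mouse genome GRCm38 with STAR and quantified them with Salmon inside an nf-core pipeline. Versions of STAR and Salmon are not given in the sources used here, nor is the strand setting. The deposited tables hold, for each of 109617 transcripts, the estimated counts of reads, which are mostly but not always whole because Salmon shares reads between transcripts, and no normalization had been applied to them. The deposited tables also hold TPM (read density scaled to a fixed total per library) for the same transcripts. The authors tested for differential expression with DESeq2. That comparison table was not used here.

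The estimated counts were summed to genes with the GENCODE M21 annotation (GRCm38), which matched 108214 transcripts (98.72%). The unmatched transcripts held 0.262% to 0.303% of the reads of a library and were left out. Sums were rounded to whole numbers for 45321 genes. Reads of near-identical copies, such as ribosomal protein pseudogenes and clustered gene families, can be split wrongly by any such estimate, so their values are uncertain, as are those of overlapping and antisense genes. Totals lay between 18852422 and 25540529 reads per library. No library's values were identical to another's, and replicates of a line differed by more than sampling noise, so each library counted as 1 sample.

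The comparison of genotypes used the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with genotype as the only term, expression filtering (a minimum level in at least 4 libraries of either genotype, 12963 genes kept), TMM scaling and Benjamini-Hochberg adjustment at 0.05. An adjusted p without another name comes from this test. CPM are counts scaled to a common library size after TMM scaling. Standard errors of log2 fold changes were derived from the coefficient and its F statistic. A second fit had a separate mean for each of the 4 lines and no term for the replicate number. It gave the genotype contrast within each line number, the difference of both contrasts, and the difference of lines within a genotype. A further fit compared replicate 2 with replicate 1 with genotype and line number as terms and no separate mean for each line. Zeb1 and 5 genes that the study followed by qRT-PCR were also compared by exact permutation of all 70 arrangements of the libraries, two-sided, on log2(CPM + 0.5). Where a gene had 0 reads in a genotype, its fold is a lower bound from a floor of 3 reads over the 4 libraries of that genotype. Where it had 1 to 3 reads, the CPM ratio is given with an exact 95% interval. These intervals and floors cover counting error only.

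A total of 28 gene lists and the rule for named genes were fixed before the data were examined. The lists cover stromal states, inflammation, ZEB1-repressed epithelial genes, growth, metabolism, markers of other cell types and sex-linked genes. They were tested with camera of limma 3.58.1, which compares the members of a list with all other genes at a preset correlation between genes of 0.01, and again with the correlation estimated for each list. The text names Zeb1 and the qRT-PCR genes; the 10 protein-coding genes that rose most and the 10 that fell most among those past the threshold, with a mean of at least 5 CPM in the higher genotype and no overlap between genotypes; up to 2 rising and 2 falling non-overlapping members of each list, or else its 2 most abundant members; and the 5 genes with the smallest adjusted p for each line or replicate contrast. Genes named in the runs of neighbouring genes and on the marker lists of the closing section fall outside this rule and were chosen after their values were seen.

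Whether numbers pair libraries was checked before any fits were compared. Deviations of libraries with the same line and replicate number from their genotype means correlated at 0.20, -0.04, -0.04 and 0.07, and 3 of 8 libraries correlated best with their own number in the other genotype, so these numbers were not taken as pairs. The change from replicate 1 to replicate 2 correlated between all lines (0.137 to 0.338 over the 6 pairs of lines). Among the libraries of the other genotype, 6 of 8 libraries correlated best with one of their own replicate number. There 2 of the 4 candidates share that number, so this count alone is weak evidence. The replicate number was therefore read as a shared round, from the data and not from the labels, and a fit with it as a block stands among the alternatives.

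The tests were first run on simulated data for the comparison of 4 with 4 libraries over 12963 genes. With edgeR 47 of 100 genes changed 2-fold and 85 of 100 changed 4-fold were called, and 3.65% of the calls were unchanged genes. For DESeq2 1.42.0 these values were 70, 91 and 23.7%, and for limma-voom 43, 84 and 3.79%. These shares take libraries as units and need not hold for libraries nested in 2 lines per genotype. Alternatives covered scaling (DESeq2 size factors, upper quartile, library size alone), tool, low-count filter, transcript length, blocks by replicate and line, the line as the unit, thresholds, left-out libraries and lines, and for lists fry, fgsea 1.28.0 and lists without shared members. Runs of neighbouring genes were sought in each line among 10447 genes above a mean log2 CPM of 2, as 5 or more adjacent genes that differed in one direction by over 1 (log2) from the median of the other 3 lines, and compared with 1000 shuffles of the gene order. This scan, the alternatives without some chromosomes and the replicate block in the fit of lines were chosen after seeing the data. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 handled the tables and figures.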

Results

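Gene expression was measured by RNA sequencing in fibroblasts that grew out of mouse colon tissue and were kept as adherent cultures. Cultures with an intact, loxP-flanked Zeb1 gene (Fib-Ctrl) were set against cultures in which Cre recombinase had deleted it (Fib-dZeb1). Zeb1 encodes a zinc-finger transcription factor known for repressing epithelial genes and driving epithelial to mesenchymal transition. How the Fib-Ctrl cultures were treated when Cre was induced is not given, so genotype and Cre treatment cannot be told apart. The comparison asks what the loss of Zeb1 does to the transcriptome of these fibroblasts, and the study followed in particular myofibroblast and inflammatory states. Each genotype was represented by 2 lines with 2 replicate libraries each. The Fib-Ctrl libraries held 23143882 and 20443266 reads for line 1 (replicates 1 and 2) and 18852422 and 20574332 reads for line 2. The Fib-dZeb1 libraries held 20061193 and 22543177 reads for line 1 and 20545604 and 25540529 reads for line 2. The 10 most abundant genes took 8.7% to 11.49% of the reads in Fib-Ctrl and 5.25% to 6.42% in Fib-dZeb1, so the share of reads taken by a few genes differed between genotypes.

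Zeb1 itself (ENSMUSG00000024238.15, chromosome 18, positions 5591860 to 5775467 of GRCm38, plus strand, protein-coding) was lower in every Fib-dZeb1 library than in every Fib-Ctrl library. Its level was 94.7 ± 2.71 CPM in Fib-Ctrl and 14.3 ± 2.96 CPM in Fib-dZeb1 (SD, n = 4 each). This was a 6.64-fold drop (log2 fold change -2.73, SE 0.15, adjusted p = 4.8e-05 by edgeR). Reads are counted over whole transcripts, so the remaining Zeb1 reads do not tell undeleted cells from shortened transcripts. The myofibroblast genes that the study followed by qRT-PCR were also lower. Acta2, which encodes alpha smooth muscle actin (chromosome 19, positions 34241090 to 34255590), went from 5508 ± 530 to 3638 ± 413 CPM (SD, n = 4 each; log2 fold change -0.60, SE 0.12, adjusted p = 0.0151 by edgeR). Tagln, the actin-binding transgelin (chromosome 9, positions 45929619 to 45936058), went from 1868 ± 506 to 1031 ± 157 CPM (log2 fold change -0.86, SE 0.20, adjusted p = 0.0241). Pdgfrb, the PDGF receptor beta (chromosome 18, positions 61045150 to 61085061), went from 383 ± 80.7 to 139 ± 50.2 CPM (log2 fold change -1.46, SE 0.25, adjusted p = 0.00847). The chemokines Ccl2 and Cxcl1 did not pass the test. By qRT-PCR the study reported a rise of both after stimulation with IL1a and unaffected levels in untreated cultures. The labels of these libraries name no stimulation. Ccl2 was at 45.9 ± 44.3 CPM in Fib-Ctrl and 140 ± 77.7 CPM in Fib-dZeb1 (log2 fold change 1.61, SE 0.77, adjusted p = 0.183). Cxcl1 was at 2.56 ± 2.82 and 5.27 ± 3.41 CPM (log2 fold change 1.03, SE 0.94, adjusted p = 0.484).

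In an exact permutation test, two-sided and over all 70 arrangements of the 8 libraries, Zeb1, Acta2, Tagln and Pdgfrb each reached p = 0.0286, the smallest possible value. After adjustment over the 6 genes this was 0.0429. Ccl2 gave an exact p of 0.114 (adjusted 0.137) and Cxcl1 an exact p of 0.257. No gene kept a call with TPM in place of CPM or with any library left out, where 3 against 4 libraries cannot go below an exact p of 0.0571. The adjusted 0.0429 needs all 4 genes at the smallest p. With TPM, 1 gene leaving that value would remove all 4 calls, so this loss does not show that each difference vanished. With lines as units, 2 against 2 cannot go below 0.333. Tagln lost its edgeR call without Fib-dZeb1 line 2 replicate 1 (adjusted p = 0.0648), without Fib-dZeb1 line 1 replicate 2 (0.0546) and without Fib-dZeb1 line 2 replicate 2 (0.0741).

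**Figure D1:**
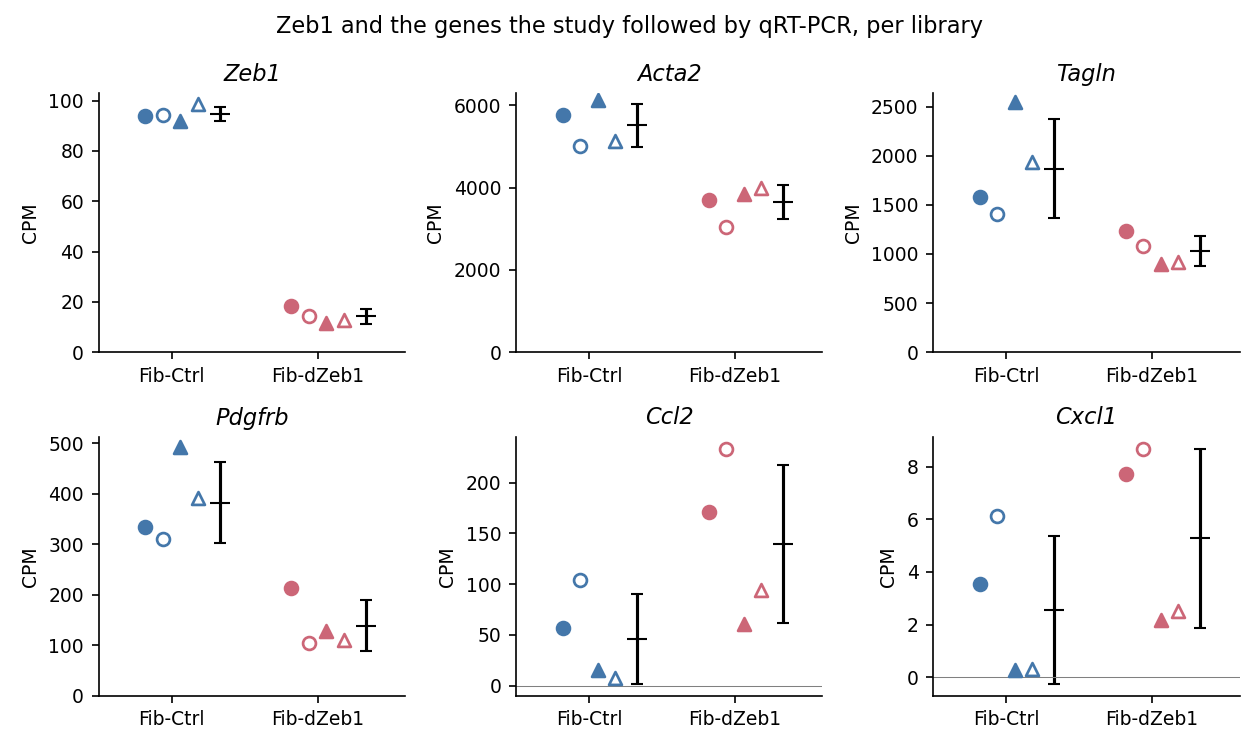
CPM (y axis, linear from 0) of Zeb1 and of the 5 genes that the study followed by qRT-PCR, in each of the 8 libraries; circles are line 1, triangles line 2, filled symbols replicate 1, open symbols replicate 2, and the black bar is the mean ± SD of 4 libraries. Zeb1, Acta2, Tagln and Pdgfrb do not overlap between genotypes, whereas Ccl2 and Cxcl1 do.

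Across the transcriptome 978 genes were higher and 1121 were lower in Fib-dZeb1 out of 12963 tested (edgeR, adjusted p under 0.05). Of these, 388 rose and 513 fell at least 2-fold, and 960 of the higher and 1081 of the lower genes were protein-coding. The libraries of both genotypes did not overlap for 3148 genes (24.3%), where chance gives 2.86% if libraries are independent and up to 0.333 as a share if the libraries of a line move together. The median log2 fold change of all genes was -0.005. Genotype separated the libraries on the first principal component (46.0% of the variance), and the Fib-Ctrl lines parted on the second (23.2%). Scaling by library size alone, which ignores the differing share of abundant genes, called 2272 genes higher and 719 lower. That moved the higher share from 46.6% to 76.0% and the median of all genes by 0.173 on the log2 scale. The biological coefficient of variation was 32.1%.

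**Figure D2:**
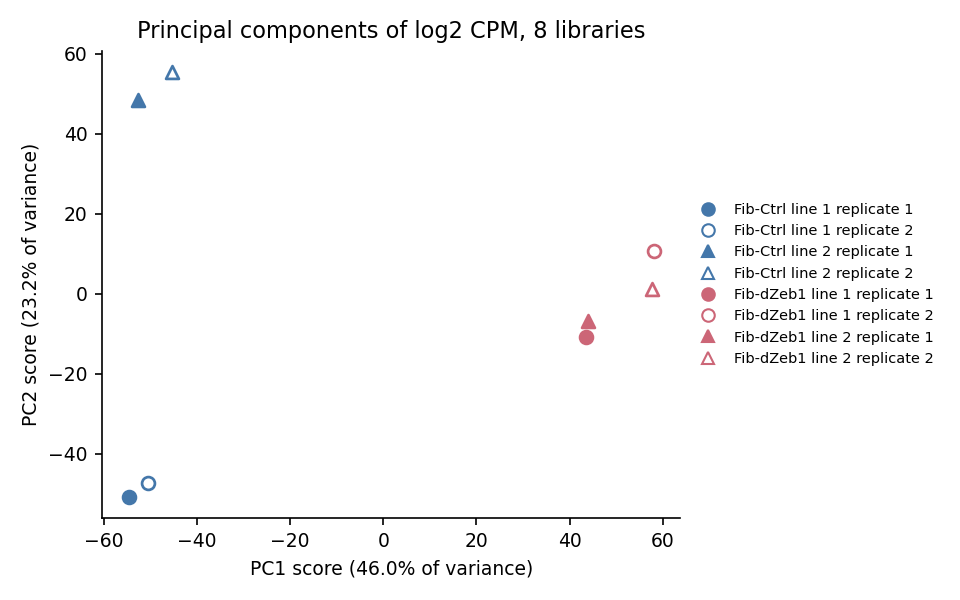
Scores of the 8 libraries on the first and second principal components of log2 CPM, with the percent of variance on each axis; colours are genotypes, circles line 1, triangles line 2, filled symbols replicate 1 and open symbols replicate 2. The first component (46.0%) parts the genotypes and the second (23.2%) parts the Fib-Ctrl lines.

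Most of the 10 largest rises were in genes nearly silent in Fib-Ctrl. Lsr, which encodes a tricellular junction protein, had 3 reads over all 4 Fib-Ctrl libraries and reached 44.2 ± 8.02 CPM in Fib-dZeb1 (SD, n = 4). The ratio was 1133 (95% counting interval 388 to 5498). Spint2, an epithelial serine protease inhibitor, rose from 0.226 ± 0.108 to 35 ± 7.15 CPM (log2 fold change 7.27, SE 0.34, adjusted p = 2.2e-05). Gprc5c, an orphan G protein-coupled receptor, had no reads in Fib-Ctrl and 5.50 ± 4.95 CPM in Fib-dZeb1. This was at least 142.58-fold higher against the floor of 3 reads over the 4 libraries. Krt18, a keratin of simple epithelia, rose from 0.129 ± 0.190 to 42.6 ± 54.5 CPM (log2 fold change 8.31, SE 1.6, adjusted p = 0.0115), with 42.16 and 119.77 CPM in line 1 and 2.51 and 5.84 CPM in line 2. The transcription factor gene Gata4 had 1 Fib-Ctrl read and 17.5 ± 9.58 CPM in Fib-dZeb1 (ratio 1334, interval 239 to 52727). Rem2, a small GTPase gene, and Syne4, a nuclear envelope gene, had 2 Fib-Ctrl reads each. Their ratios were 299.6 (interval 82.6 to 2479) and 256 (interval 70.5 to 2116). The remaining large rises were Akap5 (log2 fold change 7.21), the choline transporter gene Slc5a7 (7.01) and the growth factor gene Bmp4 (6.93), with adjusted p between 0.0028 and 0.0065.

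Among the 10 largest falls Prelp, a small leucine-rich proteoglycan of connective tissue, fell from 211 ± 59.0 to 1.74 ± 1.2 CPM (log2 fold change -6.94, SE 0.67, adjusted p = 0.00102). The microfibril component Mfap5 fell from 106 ± 35.5 to 1.47 ± 0.917 CPM (log2 fold change -6.18, SE 0.48, adjusted p = 0.00044). The receptor tyrosine kinase gene Ephb2 fell from 42.6 ± 9.35 to 0.342 ± 0.180 CPM (log2 fold change -6.97, SE 0.39, adjusted p = 4.8e-05). Dio3, which inactivates thyroid hormone, fell from 40.9 ± 39.0 CPM to 2 reads in all Fib-dZeb1 libraries together (ratio 5.1e-04, interval 6.2e-05 to 0.0018). The inflammatory caspase gene Casp1 fell from 7.70 ± 7.28 CPM to 1 read (ratio 0.0013, interval 3.3e-05 to 0.0074). Log2 fold changes were -8.02 for Stmn2, -7.67 for Brinp3, -7.12 for the prostaglandin F receptor gene Ptgfr, -6.63 for the matricellular Smoc1 and -5.70 for Sned1.

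These calls rest on few lines. With the reads of each line summed, so that 2 lines faced 2 lines, edgeR called 9 genes higher and 7 lower, 15 of them among the 2099, and with a correlation within lines (0.543) limma-voom called 114 higher and 146 lower. Among the named genes Lsr (adjusted p = 0.0217), Spint2, Ephb2, Prelp, Mfap5 and Dpt (0.0323 each) passed with lines as units, while Zeb1 did not (0.0622). Leaving out 1 library gave 1377 genes without Fib-Ctrl line 1 replicate 1, 1300 without Fib-Ctrl line 2 replicate 1, 1339 without Fib-dZeb1 line 2 replicate 1, 1317 without Fib-dZeb1 line 1 replicate 2 and 984 without Fib-dZeb1 line 2 replicate 2. The cultures also differed in sex. Xist, the RNA of the inactive X chromosome, was at 250.93 and 113.2 CPM in Fib-dZeb1 line 1 and had no reads elsewhere, whereas Ddx3y, on the Y chromosome, had no reads in that line and 32.89 to 110.58 CPM in the other 3 lines. Gata4, Rem2 and Bmp4 lie on chromosome 14, where 25.5% of 436 tested genes were called higher against 6.92% elsewhere. Akap5, Dio3 and Smoc1 lie on chromosome 12, where 12 genes were called higher and 92 lower out of 459. Calls leaned to one side on other chromosomes too, with 27 higher and 150 lower on chromosome 7 and 14 and 111 on chromosome 10. On chromosome 2 the counts were 143 and 52, whereas chromosome 4 had 60 and 57.

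Many genes of the myofibroblast state fell. Of 29 measured myofibroblast and myCAF markers, 14 fell, none rose and 15 did not pass (1 higher and 16 lower when adjusted over the list alone), with a median log2 fold change of -0.94. The enteric smooth muscle actin gene Actg2 fell from 1622 ± 549 to 192 ± 102 CPM (log2 fold change -3.08, SE 0.43, adjusted p = 0.0044). As a set, the list was lower than other genes by camera (adjusted p = 5.5e-09 with the preset correlation). That call was lost with adjusted p = 0.124 with an estimated correlation. Among 20 contractile and SRF/YAP target genes 2 fell and 1 rose, the same over the list alone. The focal adhesion gene Zyx (log2 fold change -0.61) and Fhl2 (-0.40) fell, Ajuba rose (0.81), and the set did not pass (median -0.12, camera adjusted p = 0.533). Fhl2 kept its call only without Fib-dZeb1 line 1 replicate 1, Fib-Ctrl line 2 replicate 1 or Fib-Ctrl line 2 replicate 2 (adjusted p up to 0.0807 without others).

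Some extracellular matrix genes fell as well. Of 23 collagens 8 fell and none rose (0 and 9 over the list alone), with a median of -0.98. Col5a1, which regulates fibril assembly, fell from 4095 ± 1273 to 954 ± 265 CPM (log2 fold change -2.10, SE 0.29, adjusted p = 0.0044). Col10a1 fell from 15.2 ± 3.98 to 1.13 ± 1.80 CPM (-3.76, SE 1.04, adjusted p = 0.0414), a call that held only without Fib-dZeb1 line 1 replicate 1 (adjusted p = 0.00363) and otherwise reached up to 0.101 with 1 library left out. Among 34 other matrix proteins 12 fell, Prelp and Mfap5 most, and 1 rose (2 higher and 13 lower over the list alone), with a median of -0.70. The member that rose was the fibrillin gene Fbn2 (2.79, SE 0.62, adjusted p = 0.0199). Of 30 matrix remodelling enzymes 14 fell and 1 rose (2 higher and 15 lower over the list alone), with a median of -0.60. The procollagen protease gene Adamts2 (log2 fold change -3.01) and Adamts12 (-2.58) fell with adjusted p = 0.00184 and 0.00699. The riser, named after its value was seen, was the gelatinase gene Mmp9 (3.23). Of 21 TGFb response genes 8 fell and none rose (1 higher and 10 lower over the list alone), with a median of -1.08. They included Ltbp2, a matrix protein gene (-2.39, SE 0.39, adjusted p = 0.00699), and Inhba, an activin subunit gene (-1.84, SE 0.51, adjusted p = 0.0408). Inhba lost its call with the replicate number as a block (adjusted p = 0.0602) and kept it without Fib-Ctrl line 1 replicate 1 or 2 but without no other single library (up to 0.0955).

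Camera placed all 4 matrix and TGFb lists below other genes with the preset correlation. Adjusted p was 2.1e-06 for collagens, 7.4e-07 for other matrix proteins, 4.2e-07 for remodelling enzymes and 0.000336 for TGFb response genes. Each call was lost with adjusted p = 0.442, 0.196, 0.0942 and 0.31 with an estimated correlation. The lists overlap, since the myofibroblast list shares 5 genes with the other matrix proteins, 3 with the collagens and 3 with the TGFb list.

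Few inflammatory genes passed the test. Of 21 iCAF and inflammatory fibroblast markers 1 rose and 2 fell (1 and 3 over the list alone). Dpt, which encodes the matrix protein dermatopontin, rose from 7.09 ± 2.41 to 482 ± 84.9 CPM (log2 fold change 6.08, SE 0.28, adjusted p = 2.2e-05). The stem cell antigen gene Ly6a (log2 fold change -3.38, adjusted p = 0.0171) and the adhesion protein gene Svep1 (-4.07, adjusted p = 0.0324) fell. Ly6a lost its call without Fib-dZeb1 line 1 replicate 2 (0.0505) or line 2 replicate 2 (0.0513). Svep1 kept its call without Fib-dZeb1 line 1 replicate 1 (0.00892) or Fib-Ctrl line 2 replicate 2 (0.0386) but without no other library (up to 0.0856). The median of the list was -0.01, the mean -0.47, and camera pointed up without passing (adjusted p = 0.657). Of 26 NFkB targets 3 rose and 1 fell, the same over the list alone. Tnfaip3, a feedback inhibitor of NFkB, rose by 1.76 (SE 0.36, adjusted p = 0.015) and Nfkb1 by 0.53 (SE 0.13, adjusted p = 0.0256). The third riser was Mmp9, and Tnfaip2 fell from 106 ± 27.6 to 12.3 ± 6.12 CPM (adjusted p = 0.00169). The NFkB list missed the threshold (median 0.34, camera adjusted p = 0.0552) and passed it with the replicate number as a block (0.0369). It also passed without Fib-Ctrl line 1 replicate 1 (0.0496) or replicate 2 (0.000418) and without Fib-dZeb1 line 2 replicate 1 (0.00864) or replicate 2 (0.0349). Nfkb1 kept its call without Fib-Ctrl line 1 replicate 1 or 2 or Fib-dZeb1 line 1 replicate 1 but without no other library (up to 0.0741).

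Among 14 chemokines 1 rose and none fell (none over the list alone). The transmembrane chemokine gene Cxcl16 rose by 1.91 (SE 0.50, adjusted p = 0.0344), lost the call with the replicate block (0.0504), and kept it without Fib-Ctrl line 1 replicate 2 or Fib-Ctrl line 2 replicate 2 but without no other library (up to 0.0818). The chemokine list did not pass (median 0.14, camera adjusted p = 0.533) and shares 8 genes with the iCAF list and 6 with the NFkB list. Of 28 interferon-stimulated genes 1 rose and 1 fell (0 and 1 over the list alone). These were the RNA sensor gene Ifih1 (1.58, SE 0.41, adjusted p = 0.0356), which kept its call only without Fib-Ctrl line 1 replicate 1 (0.0134), and Ifi27 (-0.94, SE 0.20, adjusted p = 0.0181), which lost it without Fib-dZeb1 line 2 replicate 2 (0.0539). The list did not pass (median -0.36, camera upwards, adjusted p = 0.684), but did without Fib-Ctrl line 1 replicate 1 (0.0088). None of 16 antigen presentation genes passed, alone or over the list. B2m had a log2 fold change of 0.25 (SE 0.22) and Tapbp of 0.33 (SE 0.51). That list had a median of 0.28 (camera adjusted p = 0.0978) and passed without Fib-Ctrl line 1 replicate 1 (0.00742), Fib-Ctrl line 1 replicate 2 (0.0151) or Fib-dZeb1 line 2 replicate 2 (0.0349). Of 15 immune checkpoint and T-cell modulating genes 1 fell and none rose, the same over the list alone. It was the checkpoint gene Vsir (-1.80, SE 0.31, adjusted p = 0.0087), and the list did not pass (median -0.10, camera adjusted p = 0.657).

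Most of the tested epithelial genes that ZEB1 is known to repress rose. Of 36 such genes 13 were expressed enough to test, 8 rose and 1 fell (10 and 1 over the list alone), with a median log2 fold change of 2.70. Members near 0 in Fib-Ctrl could pass the expression filter only by rising, so these values describe the tested members and not all 36. Krt18 and Spint2 led this list too, and the tight junction and adhesion genes Cgn (4.84), F11r (3.60) and Patj (2.70) and the serine protease inhibitor gene Spint1 (5.11), named after their values were seen, rose with them. Grhl1, an epithelial transcription factor gene at 0.992 ± 0.271 CPM in Fib-Ctrl and 0.138 ± 0.116 CPM in Fib-dZeb1, fell (log2 fold change -2.85, adjusted p = 0.0304). Grhl1 kept its call without Fib-dZeb1 line 1 replicate 1 or Fib-dZeb1 line 2 replicate 2 but without no other library (up to 0.0846). Camera gave adjusted p = 3.5e-15, and this was the only list that passed with an estimated correlation (adjusted p = 0.00738). Among 18 EMT transcription factors and mesenchymal genes 4 fell and none rose (1 higher and 4 lower over the list alone). They included Zeb1 and S100a4, a fibroblast marker, which fell from 684 ± 38.7 to 244 ± 78.9 CPM (-1.49, SE 0.22, adjusted p = 0.00515). The EMT list had a median of -0.38 and a camera adjusted p of 0.00209, lost with adjusted p = 0.196 with an estimated correlation.

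Some cell cycle genes rose and some stress response genes fell. Of 30 cell cycle genes 5 rose and none fell (8 and 0 over the list alone), with a median of 0.45. The replication helicase gene Mcm4 rose from 99.5 ± 20.3 to 184 ± 23.3 CPM (0.89, SE 0.17, adjusted p = 0.0111) and the spindle checkpoint gene Bub1b from 71.1 ± 20.7 to 129 ± 15.3 CPM (0.86, SE 0.19, adjusted p = 0.0222). Bub1b kept its call without Fib-dZeb1 line 1 replicate 1, Fib-dZeb1 line 2 replicate 1 or Fib-Ctrl line 1 replicate 2 but without no other library (up to 0.0643). The cell cycle list passed by camera (adjusted p = 5.3e-05) and not with an estimated correlation (adjusted p = 0.698). Of 20 senescence and p53 response genes 3 rose and 5 fell (4 and 6 over the list alone). The cell cycle inhibitor gene Cdkn2a rose by 1.19 (SE 0.27, adjusted p = 0.0223) and the nuclear lamin gene Lmnb1 by 0.86 (SE 0.15, adjusted p = 0.009). The p53 targets Phlda3 (log2 fold change -1.13) and Aen (-1.01) fell with adjusted p = 0.00905 and 0.00932. The p53 list had a median of -0.62 and did not pass (camera adjusted p = 0.104), but did without Fib-dZeb1 line 1 replicate 1 (0.00178) or Fib-Ctrl line 1 replicate 2 (0.0405). Cdkn2a kept its call without Fib-Ctrl line 1 replicate 1 or Fib-dZeb1 line 1 replicate 1 or 2 but without no other library (up to 0.061). Among 20 unfolded protein and integrated stress response genes 4 fell and none rose (1 higher and 4 lower over the list alone). Ddit3, which encodes CHOP (log2 fold change -1.06, adjusted p = 0.0312), and Sesn2 (-0.96, adjusted p = 0.0283) fell. Each lost its call without Fib-Ctrl line 1 replicate 1, Fib-Ctrl line 2 replicate 1 or Fib-dZeb1 line 2 replicate 2, and Ddit3 also without Fib-dZeb1 line 1 replicate 2 (adjusted p up to 0.0888 for Ddit3 and 0.0825 for Sesn2). The stress list missed the threshold (median -0.21, camera adjusted p = 0.0528) and passed it with the replicate block (0.0211). It passed as well without any library other than Fib-dZeb1 line 1 replicates 1 and 2 and Fib-Ctrl line 2 replicate 1 (from 0.0225 to 0.0499).

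Among 22 WNT, BMP and gut stromal niche genes 2 rose and 5 fell (2 and 9 over the list alone). Bmp4 rose from 0.545 ± 0.486 to 65.7 ± 58.2 CPM, and Bmp3 from 2 reads to 0.914 ± 0.501 CPM (ratio 36.8, interval 9.90 to 308.8). Wnt4 (log2 fold change -3.30, adjusted p = 0.0118) and the BMP antagonist gene Chrd (-2.39, adjusted p = 0.00223) fell. That list passed by camera (median -0.33, adjusted p = 0.0365), not with an estimated correlation (adjusted p = 0.346), and not without Fib-dZeb1 line 1 replicate 1 (0.159) or replicate 2 (0.0774) or Fib-Ctrl line 2 replicate 1 (0.0732). Of 20 cholesterol synthesis genes 2 rose and none fell, the same over the list alone. The squalene synthase gene Fdft1, on chromosome 14, rose by 1.07 (SE 0.15, adjusted p = 0.0043) and Insig1 by 0.48 (SE 0.12, adjusted p = 0.0293). Insig1 kept its call without Fib-dZeb1 line 1 replicate 1, Fib-dZeb1 line 2 replicate 1 or Fib-Ctrl line 1 replicate 2 but without no other library (up to 0.0793). The cholesterol list passed by camera (median 0.34, adjusted p = 0.0192), not with an estimated correlation (adjusted p = 0.698), and not without Fib-Ctrl line 2 replicate 1 (0.129) or replicate 2 (0.101). Among 21 glycolysis and hypoxia genes 1 rose and 1 fell, the same over the list alone. These were the carbonic anhydrase gene Car12 (2.88, SE 0.60, adjusted p = 0.0157) and the hexokinase gene Hk1 (-0.41, SE 0.09, adjusted p = 0.0182). The list did not pass (median -0.26, camera adjusted p = 0.149), except without Fib-dZeb1 line 1 replicate 2 (0.0371).

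Markers of other cell types were measured beside these groups. Of 16 colon epithelium markers 3 were expressed enough to test, and 2 of these rose (3 over the list alone), Krt18 and Epcam. Epcam went from 3 reads in Fib-Ctrl to 3.63 ± 1.27 CPM in Fib-dZeb1 (ratio 96.0, interval 32.6 to 468). Both are also on the list of ZEB1-repressed genes, with which this list shares 5 genes (camera adjusted p = 0.00055, lost with adjusted p = 0.0942 with an estimated correlation). Of 12 mesothelial markers 4 were tested and 2 rose (4 over the list alone), Krt18 and Msln. Msln went from 2 reads to 3.83 ± 3.06 CPM (ratio 153, interval 42.1 to 1269; list by camera adjusted p = 0.00419, lost with adjusted p = 0.14 with an estimated correlation). Of 9 smooth muscle markers 3 fell and none rose, the same over the list alone, namely Actg2, Lmod1 (-1.34, SE 0.24, adjusted p = 0.00897) and Cnn1, all 3 also on the myofibroblast list. Camera gave adjusted p = 0.0365 for the smooth muscle list (median -0.46), lost with adjusted p = 0.442 with an estimated correlation and without Fib-Ctrl line 2 replicate 1 (0.0927), Fib-Ctrl line 2 replicate 2 (0.0571) or Fib-dZeb1 line 2 replicate 1 (0.0718). Of 5 leukocyte markers Coro1a rose (1.66, SE 0.46, adjusted p = 0.0417) to 1.23 ± 0.439 CPM. Coro1a lost its call with the replicate block (0.0571) and without any library other than Fib-dZeb1 line 1 replicate 1 (up to 0.122). Over the list alone 2 leukocyte markers rose and 2 fell (median 0.26, mean -0.09, camera upwards, adjusted p = 0.815). None of 4 endothelial markers passed, alone or over the list (median 0.83, camera adjusted p = 0.426), with log2 fold changes of 0.64 (SE 1.3) for Eng and 2.01 (SE 0.93) for Flt1. None of 5 pericyte markers passed either (median -0.97, camera adjusted p = 0.498), with 1.13 (SE 0.55) for Mcam and 0.25 (SE 0.63) for Cspg4. None of 3 glial and neuronal markers passed, although 1 fell over the list alone (median -0.01, mean 0.27, camera downwards, adjusted p = 0.815). Tubb3 was at -0.93 (SE 0.28, adjusted p = 0.0529) and passed without Fib-Ctrl line 1 replicate 1, and Uchl1 was at -0.01 (SE 0.60). The 4 tested sex-linked genes did not pass (median -1.28, camera adjusted p = 0.209).

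**Figure D3:**
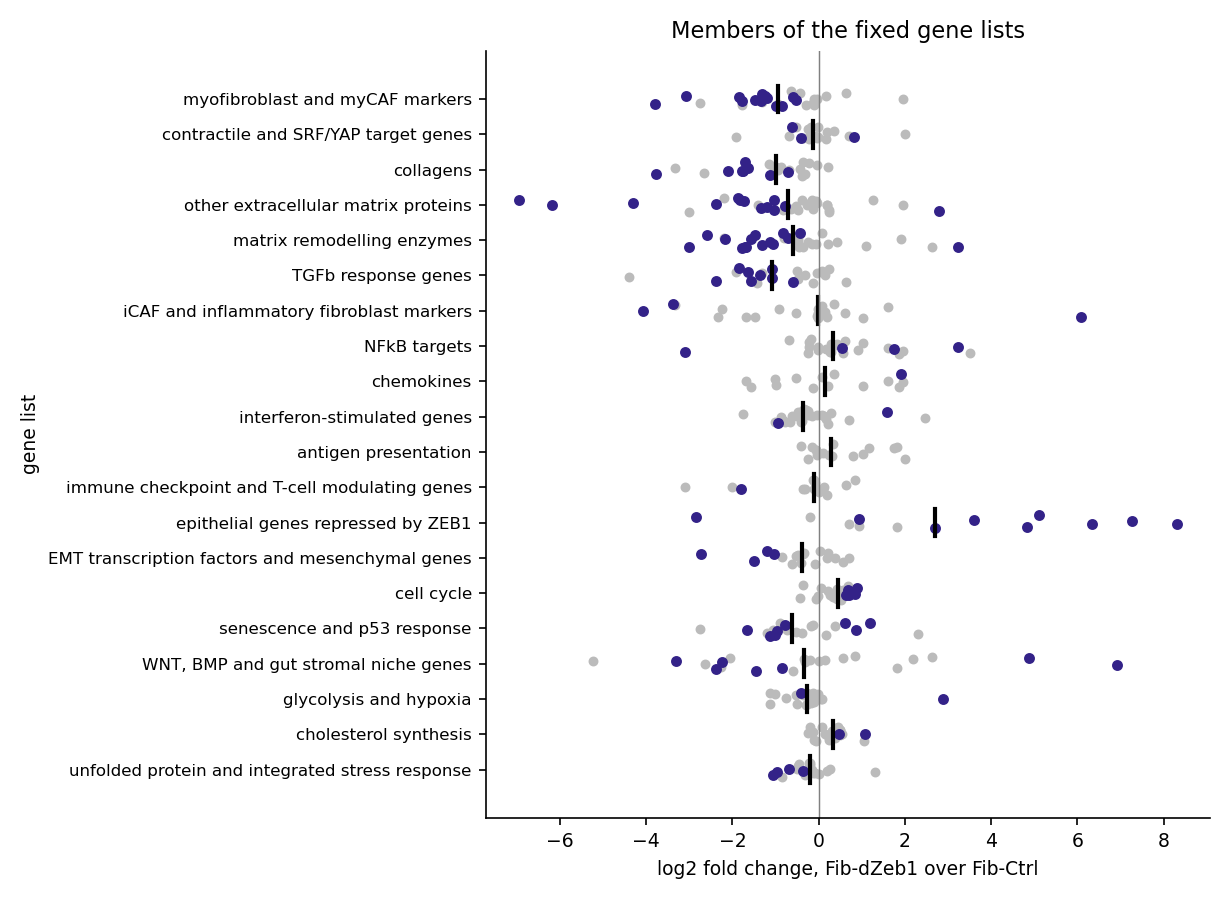
Log2 fold change (x axis, Fib-dZeb1 over Fib-Ctrl) of each tested member of the lists other than the marker lists of other cell types and the sex-linked genes, 1 row per list; dark points passed the edgeR test, grey points did not, and the black bar is the median. Medians run from -1.08 for TGFb response genes to 2.70 for epithelial genes repressed by ZEB1.

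Whether both line numbers showed the same change was asked with a separate contrast in each. Each contrast set 1 culture against 1 culture, so its p-values reflect the spread of replicates and not that between cultures. Zeb1 had a log2 fold change of -2.52 in line 1 and -2.97 in line 2, and Pdgfrb of -1.03 and -1.89, without a difference past the test (adjusted p of the difference 0.149 and 0.2). Tagln differed, with -0.37 in line 1 and -1.31 in line 2 (difference -0.94, SE 0.22, adjusted p = 0.0318). Ccl2 was higher in Fib-dZeb1 in both (1.33, adjusted p = 0.0386, and 2.77, adjusted p = 0.00385), although it did not pass over all lines, and its difference did not pass (1.44, adjusted p = 0.12). Cxcl1 passed in line 2 (2.94, adjusted p = 0.00301) and not in line 1 (0.77, adjusted p = 0.106), with a difference past the test (2.17, adjusted p = 0.0323). Across line numbers, Ccl2 in Fib-dZeb1 line 2 (60.43 and 94.4 CPM) lay within the range of Fib-Ctrl line 1 (56.75 and 103.86 CPM). Cxcl1 was lower there (2.19 and 2.5 against 3.53 and 6.12 CPM). Both genes were higher in Fib-dZeb1 line 1 than in either Fib-Ctrl line. Between line 1 cultures 1757 genes were higher and 1794 lower in Fib-dZeb1, and between line 2 cultures 1831 and 1898. The line 1 count was 1551 or 1718 without replicate 1 or 2 of Fib-Ctrl line 1, and the line 2 count was 1626 or 1801 without those of Fib-Ctrl line 2 and 1799 or 1218 without those of Fib-dZeb1 line 2. Both contrasts called 1539 genes, 591 higher in both, 638 lower in both and 310 in opposite directions, where independent lists would share 248.2 higher and 262.7 lower genes. The difference of both contrasts passed for 1982 genes, 1003 upwards and 979 downwards. The fit of lines held no term for the replicate number. With that number as a block, chosen after seeing the data, 4681 genes passed in line 1, 4934 in line 2 and 3114 for the difference, including all 1982. Cck, the cholecystokinin gene, led these with a log2 fold change of 3.59 in line 1 and -5.01 in line 2 (difference -8.60, SE 0.33), from 42.05 and 35.08 CPM in Fib-Ctrl line 1 to 532.41 and 398.25 CPM in Fib-dZeb1 line 1. The endoglin gene Eng rose by 2.18 in line 1 and had -5.82 in line 2 (difference -8.00, SE 0.35). Differences were -4.89 for the junctophilin gene Jph2, -5.69 for the adhesion receptor gene Adgra2 and 7.25 for Pcdhga11, whose clustered family shares exons and makes its count uncertain. Of the 2099 genes called between genotypes, 189 had such a difference. Nothing known ties the line numbers of both genotypes together, so the contrasts within line numbers and these differences depend on the numbering. With 1 library left out, the count ran from 685 without Fib-dZeb1 line 2 replicate 1 to 2850, and was 1047 and 975 without replicate 1 or 2 of Fib-Ctrl line 1, 906 and 896 without those of Fib-Ctrl line 2 and 808 without Fib-dZeb1 line 2 replicate 2.

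Lists differed by line number too. By camera with the preset correlation 11 lists passed in line 1, 18 in line 2 and 13 for the difference, and none with an estimated correlation (smallest adjusted p = 0.0971, 0.0557 and 0.186). With the replicate block 14, 19 and 16 lists passed with the preset correlation. Interferon-stimulated genes had a median of -0.93 in line 1 and 2.17 in line 2, and antigen presentation genes of -0.04 and 1.16. Collagens had medians of -1.58 and -0.56. Myofibroblast markers were lower in both (-0.70 and -1.03) and epithelial genes repressed by ZEB1 higher in both (2.29 and 3.23).

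Lines of the same genotype differed widely. Among Fib-Ctrl 1078 genes were higher and 1130 lower in line 2 than in line 1, and among Fib-dZeb1 439 and 451. With the replicate number as a block these totals were 3345 and 1744. The Fib-Ctrl lines were set apart by interferon-stimulated genes (median -3.37) and antigen presentation genes (median -1.81), with camera adjusted p = 7.4e-15 and 1.9e-16, which were lost with adjusted p = 0.535 and 0.247 with an estimated correlation. Tapbp, a peptide-loading chaperone gene, was at 355.87 and 372.52 CPM in Fib-Ctrl line 1 and 82.7 and 78.47 CPM in Fib-Ctrl line 2 (log2 difference -2.18, SE 0.10, adjusted p = 0.000225). Differences between Fib-Ctrl lines were -3.61 for Mtus2, 2.51 for the raft protein gene Rftn1 and -6.76 for Card10. The pseudogene Gm10259, whose count is uncertain, had no reads in Fib-Ctrl line 1 and 18.05 and 16.88 CPM in line 2. Between the Fib-dZeb1 lines Eng differed by -7.05, Cck by -5.20 and Jph2 by -3.24 (SE 0.29, 0.25 and 0.16), and the nuclear pore gene Nup107 by -3.88 and the GTPase gene Rap1b by -3.29 (SE 0.18 and 0.17). In all, 12 lists passed by camera between Fib-Ctrl lines and 8 between Fib-dZeb1 lines, and none with an estimated correlation (smallest adjusted p = 0.247 and 0.053). Without Fib-dZeb1 line 2 replicate 1 or 2, where the lone library of the line is assumed to vary like the others, the Fib-dZeb1 lines differed in 115 or 105 genes, and without replicate 1 or 2 of Fib-Ctrl line 2 in 562 or 564. The Fib-Ctrl lines differed in 869 or 788 genes without replicate 1 or 2 of their line 1, in 771 or 658 without those of their line 2, and in 1442 or 1437 without those of Fib-dZeb1 line 2.

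Nup107 and Rap1b belong to a run of 7 neighbouring expressed genes on chromosome 10 that were all higher in Fib-dZeb1 line 1. The run covers positions 117344673 to 118870209 (1.53 Mb) and holds Cpsf6, Mdm2, Slc35e3, Nup107, Rap1b, Mdm1 and Dyrk2. Log2 differences from the median of the other 3 lines lay between 2.25 and 3.87. Mdm2, the ubiquitin ligase gene that restrains p53, had a mean of 1206 CPM in that line and 125, 135 and 73.7 CPM in Fib-Ctrl line 1, Fib-Ctrl line 2 and Fib-dZeb1 line 2. The neighbours on either side, Yeats4 and Cand1, differed by -0.02 and -0.19. None of 1000 shuffles of the gene order gave a run of 7 genes. A run of 5 genes on chromosome 13, positions 60174405 to 60936625 (Gas1, Dapk1, 4930486L24Rik, Ctla2b and Ctla2a), was lower in Fib-Ctrl line 2 (median -2.18), and 27 of the shuffles gave a run of 5 or more.

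**Figure D4:**
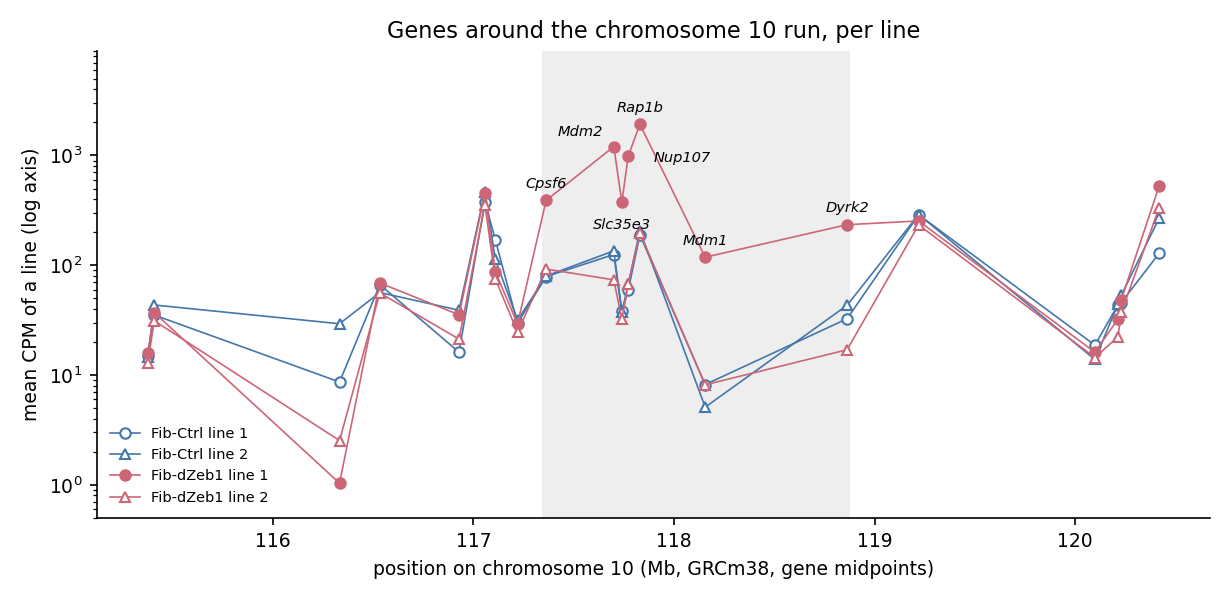
Mean CPM of each line (y axis, log scale) for expressed genes around the chromosome 10 run, at their midpoints on GRCm38 (x axis, Mb); the grey band is the run of 7 genes. Fib-dZeb1 line 1 (filled circles) lies above the median of the other 3 lines by 2.25 to 3.87 on the log2 scale within the band, and the neighbours Yeats4 and Cand1 differ by -0.02 and -0.19.

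Whole chromosomes were shifted in some lines. On chromosome 12 the median log2 difference from the median of the other 3 lines was 0.446 in Fib-Ctrl line 2, with 88.2% of genes above 0, and -0.38 in Fib-dZeb1 line 2. On chromosome 14 it was 0.355 in Fib-dZeb1 line 2, with 84.1% of genes above 0, and 0.15 in Fib-dZeb1 line 1, -0.32 in Fib-Ctrl line 1 and -0.28 in Fib-Ctrl line 2. The largest median on any other chromosome was 0.30, on chromosome 19 in Fib-Ctrl line 1. Without chromosomes 12, 14, X and Y and the chromosome 10 run, 791 genes were higher and 968 lower between genotypes, and 14 lists passed by camera. Chromosomes with smaller shifts stayed in. Chromosome 19 had medians of 0.30 and -0.22 in Fib-Ctrl lines 1 and 2 and of -0.29 and 0.22 in Fib-dZeb1 lines 1 and 2. These counts are thus not free of chromosome-wide shifts.

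**Figure D5:**
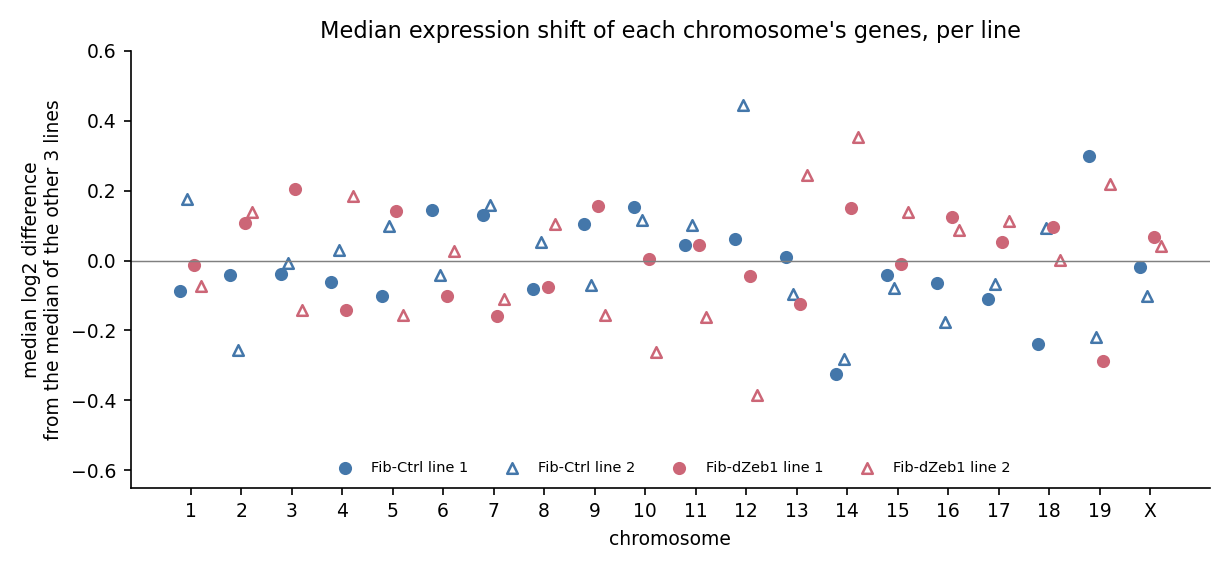
Median over the genes of each chromosome (x axis) of the log2 difference between a line and the median of the other 3 lines (y axis); blue is Fib-Ctrl, red Fib-dZeb1, filled circles line 1 and open triangles line 2. Chromosome 12 stands out in Fib-Ctrl line 2 (0.446) and Fib-dZeb1 line 2 (-0.38), and chromosome 14 in Fib-dZeb1 line 2 (0.355).

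Replicate 2 was also compared with replicate 1. No gene passed by edgeR, where 1066 had an unadjusted p under 0.05, and 78 passed by DESeq2. The edgeR fit had no separate mean for each line, so differences between cultures stayed in its error. Its lack of calls therefore cannot decide whether the rounds differed. The genes with the smallest adjusted p were the ribosomal protein pseudogenes Rpl19-ps11 (log2 difference 1.45, adjusted p = 0.143) and Rps6-ps4 (1.57, adjusted p = 0.488), the pseudogenes Gm4332 (1.54, adjusted p = 0.143) and Gm9385 (1.77, adjusted p = 0.532), whose counts are uncertain, and Ddit3 (-0.73, adjusted p = 0.532). With the preset correlation 14 lists nevertheless passed by camera between rounds, among them collagens (median -0.65) and cell cycle genes (median 0.37), and none with an estimated correlation (smallest adjusted p = 0.209).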

Values the study reported

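By qRT-PCR, the study reported lower expression in recombined fibroblasts of Acta2 (P = 0.0014) and of Pdgfrb (P = 0.0190).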

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

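Among 93 named genes and 4 library measures, 194 groups of 4 libraries were examined for a library far from the other 3. In 14 groups 1 library stood apart, where chance gives about 1 in 20 groups. Fib-dZeb1 line 1 replicate 1 stood apart for Bmp4 (152.39 CPM against 29.93 to 46.3), Col10a1 (3.82 CPM against 0.07 to 0.54) and Fbn2 (65.21 CPM against 23.53 to 28.84). Fib-dZeb1 line 1 replicate 2 stood apart for Tnfaip2 (21.35 CPM against 8.45 to 10.42) and Casp1 (0.04 CPM against 0). Fib-Ctrl line 1 replicate 1 stood apart for Col10a1 (21.12 CPM against 12.85 to 13.73), Dpt (10.67 CPM against 5.63 to 6.28) and Epcam (0 CPM against 0.05 to 0.06). Fib-Ctrl line 1 replicate 2 stood apart for Brinp3 (36.73 CPM against 8.88 to 9.67) and Krt18 (0.41 CPM against 0 to 0.06). Grhl1 was at 1.4 CPM in Fib-Ctrl line 2 replicate 1 against 0.83 to 0.87. Fib-Ctrl line 2 replicate 2 held Gata4 (0.05 CPM), Rem2 (0.1 CPM) and Msln (0.1 CPM), where the other 3 Fib-Ctrl libraries were at 0, which amounts to 1 or 2 reads.

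The genotype effect differed between line numbers for 29 named genes by the interaction test, and the line numbers carry no known pairing. The difference of log2 fold changes (line 2 minus line 1) was -0.94 for Tagln, -2.19 for Actg2, -1.83 for Ltbp2, -1.65 for Inhba, -0.81 for S100a4 and -0.62 for Aen, which were lower in Fib-dZeb1 in both. It was 1.51 for Cxcl16, 2.07 for Ifih1, 2.17 for Cxcl1, 1.29 for Cdkn2a and 0.74 for Fdft1, with positive values in both line numbers, and 3.28 for Ly6a (-4.68 in line 1 and -1.40 in line 2). Tapbp (2.03) went from -0.31 to 1.72, B2m (0.60) from 0.0013 to 0.60, Mcam (-1.87) from 2.44 to 0.58 and Eng (-8.00) from 2.18 to -5.82. For Slc5a7 (adjusted p = 0.00969), Ptgfr (adjusted p = 0.0142) and Ddx3y (adjusted p = 0.000841) a line was at or near 0 reads, so no size is given. Genes named for a contrast of lines were picked by such differences. Among them the difference was -8.60 for Cck, -4.89 for Jph2, 7.25 for Pcdhga11, -5.69 for Adgra2, 1.81 for Mtus2, -3.40 for Rftn1, 6.04 for Card10, -4.06 for Nup107 and -3.41 for Rap1b, and Gm10259, with no reads in Fib-Ctrl line 1, passed with adjusted p = 0.000323. With the replicate number as a block, chosen after seeing the data, all 29 passed, and so did Akap5, Col10a1, Adamts2, Dpt, Nfkb1 and Ifi27 (adjusted p from 0.0102 to 0.0477).

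The effect also differed for 13 lists with the preset correlation and for none with an estimated one (smallest adjusted p = 0.186). Median differences were 2.98 for interferon-stimulated genes, 1.44 for antigen presentation, 1.39 for chemokines, 1.004 for iCAF and inflammatory fibroblast markers, 0.70 for cholesterol synthesis and 0.43 for collagens. They were -0.32 for contractile and SRF/YAP target genes, -0.42 for TGFb response genes, -0.55 for senescence and p53 response, -0.66 for EMT transcription factors and mesenchymal genes, -0.60 for endothelial markers and -1.13 for smooth muscle markers. The sex-linked genes differed with adjusted p = 2.3e-12, as Fib-dZeb1 line 1 alone lacked Y-linked reads.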

How the results depend on the processing

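Over all alternatives, 1935 of 2404 pairs of a named gene and a setting kept direction and call, 418 lost the call, 22 gained it and 29 turned direction. For gene lists 502 of 586 pairs kept both, 33 lost the call, 48 gained it and 3 turned. Where no reason is given below, the cause was not tested. Between genotypes the replicate block changed no call among named genes and lists other than those of Inhba, Cxcl16, Coro1a, NFkB targets and the unfolded protein and integrated stress response. With 4 against 4 libraries edgeR found 47 of 100 simulated 2-fold changes, so smaller changes go mostly uncalled. The alternatives without chromosomes and the replicate block in the fit of lines were chosen after seeing the data.

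Genes higher and lower in Fib-dZeb1 numbered 2272 and 719 with library size alone, which shifts all genes. Stricter criteria gave 271 and 300 at adjusted p under 0.01, 388 and 513 at 2-fold or more, and 191 and 222 against a 1.5-fold change. DESeq2 called 1544 higher and 1670 lower. Fewer units gave 9 and 7 with reads summed per line, 114 and 146 by limma-voom with correlation within lines, 384 and 433 with both libraries of Fib-dZeb1 line 2 left out, 4 and 1 with replicate 1 libraries alone and 6 and 4 with replicate 2 alone. Without 1 library the counts were 476 to 1011 higher and 508 to 1141 lower. The exact tests passed for 4 genes, for 0 with TPM and for 0 whichever library was left out, where too few arrangements remain. With TPM, 1 gene leaving the smallest p would remove all 4 calls.

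The genotype effect within each line number differed for 1982 genes, for 3262 with no low-count filter, for 3114 with the replicate block and for 685 to 2850 without 1 library. Line 1 (Fib-dZeb1 line 1 minus Fib-Ctrl line 1) had 1551 to 4381 genes without 1 library and line 2 (Fib-dZeb1 line 2 minus Fib-Ctrl line 2) 1218 to 4782. The line difference within each genotype ranged from 658 to 3266 for Fib-Ctrl and from 105 to 1220 for Fib-dZeb1 (1639 by DESeq2), and with the replicate block was 3345 for Fib-Ctrl and 1744 for Fib-dZeb1. The replicate round difference was 0 by edgeR, whichever library was left out, and 78 by DESeq2.

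Gene lists past the threshold numbered 13, then 21 with both libraries of Fib-Ctrl line 1 left out, 1 with an estimated correlation, 22 by fry mixed and 10 to 17 without 1 library. Fry mixed asks for change in either direction and does not compare a list with other genes. Adjusted p with an estimated correlation was 0.124 for myofibroblast and myCAF markers, 0.442 for collagens and 0.196 for other extracellular matrix proteins. NFkB targets passed with the replicate block (0.0369), the line number block (0.00815), reads summed per line (0.0183), Fib-Ctrl line 1 left out (5.2e-06), Fib-dZeb1 line 2 left out (0.00445), chromosomes 12, 14, X and Y and the chromosome 10 segment left out (0.00833) and fry mixed (0.00292), not by directional fry (0.259) or fgsea (0.355), and ranged from 0.000418 to 0.333 without 1 library. The iCAF and inflammatory fibroblast markers passed with Fib-Ctrl line 1 left out (0.0181) and fry mixed (3.6e-08), not by directional fry (0.744) or fgsea (0.256), and pointed down with Fib-Ctrl line 2 left out (0.0451), as did interferon-stimulated genes (0.00226). Smooth muscle markers turned without members shared with other lists (0.815).

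Turned directions of named genes were as follows, none called between genotypes. Uchl1 (-0.01) was at 0.18 with library size alone, 0.17 by limma-voom, 0.18 with the line number block, 0.11 with line number and replicate block together, 0.0689 paired by line and replicate number, 0.20 by limma-voom with correlation within lines, 0.41 with Fib-dZeb1 line 1 left out, 1.24 with Fib-Ctrl line 2 left out, 0.16 with replicate 2 libraries alone and -0.27 to 0.40 without 1 library. Eng (0.64) was at -1.92 by limma-voom, -1.53 with the line number block, -1.53 with both blocks, -1.58 paired, -1.91 with correlation within lines and -5.43 with Fib-dZeb1 line 1 left out. Cspg4 (0.25) was at -0.23 by limma-voom, -0.0179 with the line number block, -0.0802 with both blocks, -0.19 paired, -0.18 with correlation within lines, -0.97 with Fib-dZeb1 line 2 left out and -0.12 to 0.63 without 1 library. With Fib-dZeb1 line 1 left out Cxcl1 was at -0.13 and Flt1 at -0.0054, and with Fib-Ctrl line 2 left out B2m was at -0.10 and Tapbp at -0.39.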

Other observations

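The sex test, the p53 test, the tests on chromosomes 10, 12 and 14 and the splits by list medians in this part were chosen only after the result was seen. The other tests were set out beforehand.

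Markers of colon epithelium outside the list of ZEB1-repressed genes stayed near 0. Cdx1, Cdx2, Car1, Slc26a3, Tff3 and Phgr1 had no reads in any library. Lgals4, a lectin of gut epithelium, reached at most 0.477 CPM in Fib-dZeb1 and 0.349 CPM in Fib-Ctrl, and the keratin gene Krt20 at most 0.294 and 0.408 CPM. Among mesothelial markers, the tight junction gene Cldn15 was at 12.1 CPM in Fib-dZeb1 and 0.609 CPM in Fib-Ctrl without passing the test (log2 fold change 4.29, adjusted p = 0.079). It was at 0.1 and 1.55 CPM in Fib-dZeb1 line 1 against 0.73 and 1.49 CPM in Fib-Ctrl line 1. In line 2 it was at 20.46 and 26.39 CPM in Fib-dZeb1 against 0.058 and 0.155 CPM in Fib-Ctrl.

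The rise of epithelial genes repressed by ZEB1 was weighed against cells of another type and sex. With colon epithelial cells left in the Fib-dZeb1 cultures their other markers would stand well above background, but 0 of 10 reached 1 CPM in all 4 Fib-dZeb1 libraries, which argues against them. With mesothelial cells in the Fib-dZeb1 cultures several of their markers would be higher, and 1 of 9 was higher by the test (Msln). Only Msln and Cldn15 were expressed enough to test, so this count cannot decide the question. The untested 7 of 9 had means of at most 0.687 CPM in Fib-dZeb1, and Bnc1 reached 1.8 CPM in Fib-dZeb1 line 2 replicate 2. The low means give no sign of such cells, whereas Msln and Cldn15 in line 2 do, so mesothelial cells remain open. Sex differed between genotypes in line 1 alone, but 10 of 13 tested members were higher between the line 2 cultures, both with Y reads and no Xist, which argues against sex as the cause of the whole rise. The rise may come from the fibroblasts themselves after loss of the repressor, a hypothesis that these data alone cannot settle, as Cre treatment cannot be told apart from genotype and each genotype has 2 lines.

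The chromosome 10 genes higher in Fib-dZeb1 line 1 include Mdm2, a p53 target. Had p53 activity raised Mdm2, the other p53 targets would be higher too, but 12 of them had a median log2 difference of -0.33 in that line (from -0.97 to 0.34), which argues against it. Extra copies of the chromosome 10 segment are a candidate explanation, and they would raise its low genes as well. The 1 such gene that overlaps no gene of the run, Cpm, was higher in both libraries of the line than in each other library (2.13 against 0.139 CPM), where 7.14% of low genes elsewhere were, and 1 gene is too few to decide. DNA was not measured, so this remains a hypothesis.

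The shift of chromosomes 12 and 14 between lines was weighed against a few strongly changed genes on these chromosomes, but at least 84.1% of their genes lay on the side of the shift, where over 50% follows from picking them by their medians. Scaling of the libraries would move all chromosomes alike, but both lay at least 0.36 from the median of all other genes of their line (95% intervals of their medians 0.397 to 0.485 and 0.318 to 0.394). Both values argue against these explanations. A change in chromosome number may underlie the shift, which was not tested, and no biological explanation was tested.

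The 8 libraries can be parted into 4 and 4 in 35 ways. Only the genotypes gave as many as 2099 genes (1 of 35 splits), and the highest other split gave 6. Chance among single libraries can thus be excluded for this count, but only 3 splits keep the lines whole, too few for a share under 0.05, so chance differences between lines cannot. Line numbers gave 6 genes and line 1 of one genotype with line 2 of the other gave 5. For the 13 lists chance cannot be excluded, since 10 of 35 splits gave as many and the highest other gave 22. These counts use the preset correlation, and the cause of the high counts was not tested. With an estimated correlation the genotypes gave 1 list and every other split 0. The replicate rounds gave 0 genes, which 35 of 35 splits reach by necessity (highest other 2099, the genotypes), so this count says nothing about the rounds. The myofibroblast and myCAF markers had an absolute median of 0.938 and at most 0.697 in other splits (1 of 35), and the epithelial genes repressed by ZEB1 of 2.70 and at most 1.24 (1 of 35), both with the same limit of 3 splits that keep the lines whole. Chance cannot be excluded at all for collagens (0.976, highest other 1.02, 2 of 35), other extracellular matrix proteins (0.702, highest other 0.778, 2 of 35), NFkB targets (0.339, highest other 0.951, 15 of 35) or iCAF and inflammatory fibroblast markers (0.011, highest other 1.06, 35 of 35).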
